# Decoding the epigenetics and chromatin loop dynamics of androgen receptor-mediated transcription

**DOI:** 10.1038/s41467-024-53758-5

**Published:** 2024-11-03

**Authors:** Umut Berkay Altıntaş, Ji-Heui Seo, Claudia Giambartolomei, Dogancan Ozturan, Brad J. Fortunato, Geoffrey M. Nelson, Seth R. Goldman, Karen Adelman, Faraz Hach, Matthew L. Freedman, Nathan A. Lack

**Keywords:** Transcriptional regulatory elements, Chromatin structure, Gene regulatory networks, Epigenomics

## Abstract

Androgen receptor (AR)-mediated transcription plays a critical role in development and prostate cancer growth. AR drives gene expression by binding to thousands of cis-regulatory elements (CRE) that loop to hundreds of target promoters. With multiple CREs interacting with a single promoter, it remains unclear how individual AR bound CREs contribute to gene expression. To characterize the involvement of these CREs, we investigate the AR-driven epigenetic and chromosomal chromatin looping changes by generating a kinetic multi-omic dataset comprised of steady-state mRNA, chromatin accessibility, transcription factor binding, histone modifications, chromatin looping, and nascent RNA. Using an integrated regulatory network, we find that AR binding induces sequential changes in the epigenetic features at CREs, independent of gene expression. Further, we show that binding of AR does not result in a substantial rewiring of chromatin loops, but instead increases the contact frequency of pre-existing loops to target promoters. Our results show that gene expression strongly correlates to the changes in contact frequency. We then propose and experimentally validate an unbalanced multi-enhancer model where the impact on gene expression of AR-bound enhancers is heterogeneous, and is proportional to their contact frequency with target gene promoters. Overall, these findings provide insights into AR-mediated gene expression upon acute androgen simulation and develop a mechanistic framework to investigate nuclear receptor mediated perturbations.

## Abstract (web summary)

Androgen receptor (AR) is the critical driver of nearly all prostate cancer. The authors show that AR activation causes specific pre-existing chromatin loops to increase contact frequency with target promoters and drive transcription.

## Introduction

The androgen receptor (AR) is a ligand-dependent transcription factor that plays a critical role in regulating gene expression in the prostate^1^. In its inactive form, the AR resides in the cytoplasm where it is stabilized by heat-shock chaperone proteins^2,3^. After binding androgens, such as testosterone or dihydrotestosterone (DHT), the AR undergoes an allosteric modification and translocates into the nucleus^2–4^. Once there, the AR binds to specific cis-regulatory elements (CREs) on DNA through an interplay of chromatin accessibility, pioneer factors such as FOXA1, and sequence motifs^5–9^. The majority of these AR-bound CREs are proposed to function as enhancers as they are both located distal from gene promoters^10^ and are brought into close physical proximity by chromatin loops^11,12^. The enhancer activity at these CREs is associated with various epigenetic features, including chromatin accessibility, transcription factor binding, and post-translational histone modifications, such as H3K27ac^13–19^. CREs are proposed to impact transcription through chromatin contacts with the target promoter that cause the recruitment of co-regulatory proteins and transcriptional machinery^20–23^. This typically involves multiple AR-bound enhancers and CREs that interact with the target promoter^24–30^. The contribution of individual CREs has been controversial, with some studies suggesting that CREs work additively to increase gene expression^31–33^, while others propose that many enhancers are redundant and only contribute at specific developmental stages^34–37^. The complex kinetic interplay of epigenetic modifications, co-regulatory proteins and chromatin loops across multiple CREs following transcription factor binding is poorly understood.

To explore how AR binding impacts epigenetic modifications and chromatin looping at regulatory elements in response to an acute perturbation, we generated an extensive multi-omics experimental dataset following androgen stimulation that is integrated into a graph-based framework. We demonstrated that AR binding sequentially induces an increase in FOXA1 and H3K27ac signals, that is followed by an increase in chromatin accessibility. We further show that AR does not induce new chromatin loops, but instead increases the contact frequency between gene promoters and selective AR-bound enhancers. From these results, we proposed and validated a multi-enhancer model, where a small subset of pre-established dominant CREs with increased chromatin contact frequency exhibits an elevated dynamic response to androgen stimulation, which significantly contributes to gene expression. These results provide a foundation for understanding how enhancers respond to an acute perturbation.

## Results

### Generation of androgen-stimulation kinetic dataset and construction of regulatory networks

To characterize the temporal impact of AR binding on epigenetic features and chromatin looping, we generated an extensive kinetic multi-omics experimental dataset following androgen stimulation. We treated LNCaP cells with androgen (dihydrotestosterone) and collected cells at 5 different time points (0 m, 30 m, 4 h, 16 h, 72 h). At each time point, multiple features were characterized, including gene expression (RNA-seq), chromatin accessibility (ATAC-seq), transcription factor binding, and post-translational histone modification (AR, FOXA1, H3K27ac, and H3K4me3 ChIP-seq), chromatin looping (HiChIP) and capped nascent RNA (Start-seq) (Fig. 1A). From these datasets, CREs (*n* = 78,522) were defined from accessible sites (ATAC-seq)^15^. Based on known gene annotations and AR ChIP-seq, CREs were annotated as either promoters (*n* = 13,452), AR-free CREs (*n* = 59,570), or AR-bound CREs (*n* = 5231). 

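Chromatin loops were measured by HiChIP, in which DNA ends lying close together in fixed nuclei are joined and the fragments that carry a chosen histone mark are pulled down with an antibody and sequenced as read pairs. LNCaP, an established androgen-responsive prostate cancer cell line, was treated with 10 nM dihydrotestosterone (DHT) for 30 m, 4 h, 16 h or 72 h, or with vehicle (0 m). For each of the 5 time points, 2 replicates were labelled for H3K27ac HiChIP and 1 for H3K4me3 HiChIP, 15 samples in all. The authors trimmed the reads, aligned them to hg19 with HiC-Pro, kept read pairs of mapping quality 20 or more and removed duplicates. They called loops with FitHiChIP in 5 kb bins, over distances of 5 kb to 3 Mb and with a q-value threshold of 0.01, on the read pairs of all time points of a mark merged. For every loop of the H3K27ac and the H3K4me3 set they deposited its contact frequency, a signal scaled among the time points of a mark by the trimmed mean of M values (TMM). One value was deposited per loop, mark and time point, so no value has a replicate error, and the labels do not state whether both H3K27ac replicates entered it. All deposited values (100%) were whole multiples of the value of 1 read pair, which lay between 0.180 and 0.294 in the H3K27ac libraries and between 0.0792 and 0.342 in the H3K4me3 libraries, and the read pairs behind each contact were recovered from this. Counted once per loop, the H3K27ac libraries held 2475168 read pairs at 0 m, 4308555 at 30 m, 3569078 at 4 h, 4066305 at 16 h and 3112568 at 72 h. The H3K4me3 libraries held 2567961, 2153262, 10675614, 4115072 and 2413317 read pairs at the same time points. These totals cover the called loops and not all sequenced read pairs. The 95% intervals given for contacts were computed from the recovered read pairs and cover counting error only.
A promoter was given every loop of either set with an anchor in its window, and these loops entered the contact of both marks. At least 1 bp of the deposited 1 kb anchor had to lie inside the window. Means over a set count each loop once. Genes and loops are not replicates, so no p-value across them is given. The median log2 change over the genes of a set was instead placed as a percentile among those of 10000 random lists of promoters of the same number, matched on mean contact in 10 bins.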

The interaction between these CREs was defined from consensus H3K27ac (enhancer-centric; *n* = 296,326) and H3K4me3 (promoter-centric; *n* = 278,491; see methods) HiChIP loop sets. 

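The H3K27ac set held 227504 loops that were absent from the H3K4me3 set, and the H3K4me3 set held 209669 that were absent from the H3K27ac set. The remaining 68822 loops had the same pair of anchors in both sets. For a given mark and time point, both sets list the same value for such a loop, while each mark has its own values. These 68822 loops made up 23.2% of the H3K27ac set, 24.7% of the H3K4me3 set and 13.6% of the 505995 different loops. When loops were also counted as shared if both anchors lay within 1 bin of those of a loop in the other set, the share rose to 39.8% of the H3K27ac set and 42.2% of the H3K4me3 set. The median distance between anchors was 125000 bp in the H3K27ac set and 230000 bp in the H3K4me3 set.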

Demonstrating that these histone marks are associated with different functional CREs, only 23% of loops were found in both H3K27ac and H3K4me3 HiChIP (Fig. 1B). 

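Anchors were called promoters where they overlapped the 2.5 kb on either side of the start of a protein-coding gene in Gencode release 44, lifted to GRCh37, which has 19856 such promoters. The list of accessible sites was not used, so the other anchors were not separated into enhancers and sites without a CRE. Of the H3K27ac loops, 172317 (58.2%) joined a pair of anchors that were not promoters, 103236 (34.8%) joined a promoter to another anchor, and 20773 (7.01%) joined a pair of promoters.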

As expected, H3K27ac loops were predominantly between enhancer-enhancer (E-E) pairs, accounting for 43.2% of the loops, followed by enhancer-promoter (E-P) pairs, which constituted around 40.4% (Fig. 1C). In contrast, H3K4me3 loops were primarily between E-P pairs, making up 58.8% of the total loops. This is consistent with the known associations of these histone marks to promoter and enhancer CREs^38–40^. 

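With the same annotation of anchors, 201155 H3K4me3 loops (72.2%) joined a promoter to an anchor that was not a promoter. A further 39909 (14.3%) joined a pair of promoters, and 37427 (13.4%) had no promoter at either anchor.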

To allow more quantitative analyses of these large-scale chromatin interactions, we transformed the resulting HiChIP looping data into a graphical network with each node representing a CRE and the edges being the chromatin loops between these two elements (Fig. 1D). With this regulatory network, we then overlaid the various multi-omics datasets to provide a framework that can interrogate the impact of AR binding. We investigated androgen-driven AR-mediated gene transcription based on the previously characterized hallmark androgen-responsive genes and observed strong upregulation following androgen treatment (Supplementary Fig. 1A, B). Expression heatmaps indicate that these previously identified androgen-responsive genes predominantly exhibit upregulation upon androgen treatment, with peak expression occurring at distinct time points (Supplementary Fig. 1C, D). As expected, these genes were significantly induced compared to similarly expressed random AR-independent genes (Fig. 1E). This comprehensive multi-omics dataset and graphical regulatory network provided a bioinformatic framework to quantitatively investigate the temporal impact of AR binding on epigenetic features, chromatin looping, and gene expression.

**Fig. 1:**
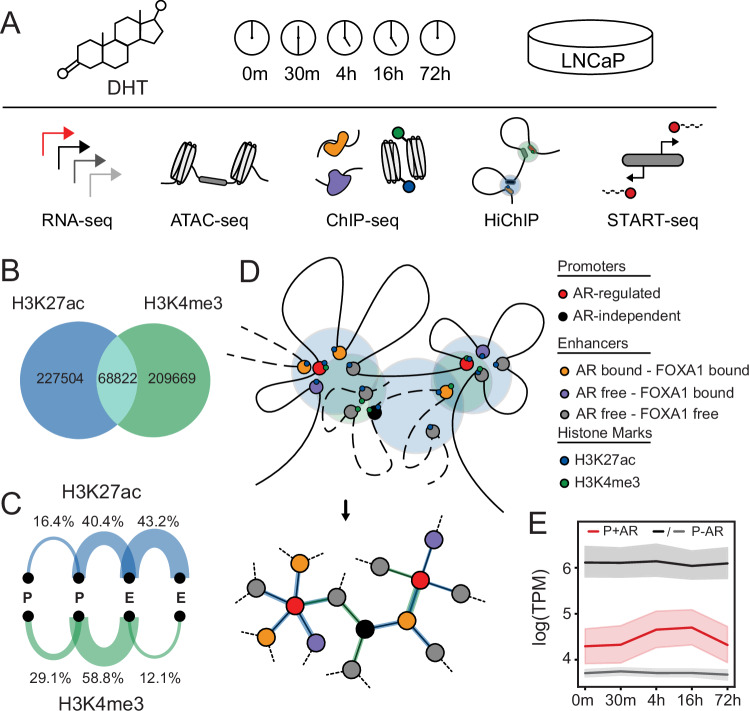
Design of temporal multi-omics dataset and construction of a bioinformatic framework. **A** Schematic representation of the experimental design. LNCaP cells were treated with 10 nM DHT and samples were collected at five different time points (0 m, 30 m, 4 h, 16 h, 72 h) for RNA-seq, ATAC-seq, ChIP-seq (AR, FOXA1, H3K27ac, H3K4me3), HiChIP (H3K27ac, H3K4me3), and Start-seq. **B** Venn diagram representing significantly called chromatin loops from merged H3K27ac and H3K4me3 HiChIP datasets. **C** Arc plots representing percentages of promoter-promoter (P-P), enhancer/CRE-promoter (E-P), and enhancer/CRE-enhancer/CRE (E-E) loops for H3K27ac and H3K4me3 HiChIP. **D** Graphical representation of a regulatory network. **E** Gene expression profile of androgen response hallmark genes (P + AR; red), highly expressed (first quartile; P-AR; black) and mid-high (second quartile; P-AR; gray) expressed genes at all time points. The solid line represents the mean, and the error bars indicate the 95% confidence.

### Androgen stimulation leads to stepwise epigenetic changes

With this structured regulatory network, we then explored how AR binding affects epigenetic features and their relationship with gene transcription. The AR-regulated genes’ promoters (P + AR) and their looped AR-bound enhancers (E + AR) were compared to random   highly expressed AR-independent genes’ promoters (P-AR) and their looped AR-free enhancer (E-AR) (Fig. 2A). We observed that E + AR displayed a strong AR and FOXA1 signal following androgen stimulation, which reached its peak at 4 h and then subsequently decreased at 16 and 72 h. Emphasizing FOXA1’s pioneering activity, E + AR displayed an elevated FOXA1 signal at the initial time point (0 m). As expected, the AR and FOXA1 signals did not significantly change at AR-independent promoters or AR-free enhancers. Interestingly, those FOXA1-bound CREs that were not co-occupied by AR had no change in the relative FOXA1 signal (Supplementary Fig. 2A, C), suggesting that AR potentially influences FOXA1 occupancy^41^. We observed a higher H3K4me3 ChIP-seq signal at promoters compared to enhancers. This signal was largely unaffected by AR binding, but there were selective genes, including *KLK3*, which exhibited an increasing H3K4me3 mark at its promoter following androgen treatment (Supplementary Fig. 3). We observed an elevated H3K27ac signal at promoters compared to enhancers (Fig. 2A). Further, the H3K27ac signal increased specifically at E + AR, while it remained unchanged at E-AR. This change at E + AR was also observed for chromatin accessibility (ATAC-seq), though the maximum signal (16 h) was found to occur after AR and FOXA1 peak occupancy (4 h). We also investigated the epigenetic changes of AR downregulated gene promoters and their AR-bound enhancers (Supplementary Fig. 4). Interestingly, we observed that the AR-bound CREs (E+dAR) looped to the promoter of downregulated genes (P+dAR) displayed a very similar increase in AR, FOXA1, H3K27ac, and chromatin accessibility (Fig. 2B). There was no statistically significant change at any time point in the AR-bound enhancers of either up or downregulated genes (*p* > 0.1). However, nascent enhancer RNA (eRNA) transcription at AR-bound enhancers looped to AR-upregulated gene promoters (E + AR) behaved differently than those AR-bound enhancers looped to promoters of AR-downregulated genes (E + dAR). The eRNA transcription at AR-bound enhancers looping to AR-upregulated genes had similar dynamics to AR-binding with ChIP-seq peaking at 4 h. In contrast AR-downregulated loops did not exhibit such dynamics, despite being bound by AR. Notably, this peak in eRNA transcription at AR-bound enhancers preceded changes in accessibility, indicating a parallel layer of regulation. Overall, these kinetic datasets show that there is a sequential process that occurs following androgen stimulation where AR, FOXA1, eRNA, and H3K27ac signals selectively increase at looped enhancers, before inducing subsequent changes in chromatin accessibility.

**Fig. 2:**
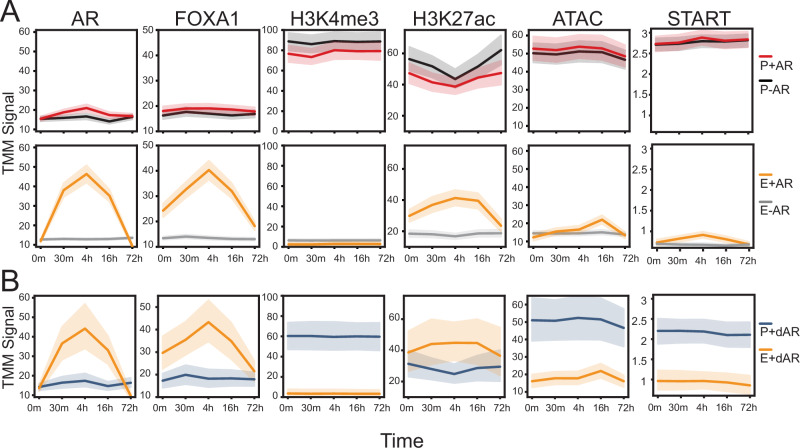
Activation of the androgen receptor leads to a delayed increase in histone modifications and chromatin accessibility. **A** Trimmed mean of M values (TMM) normalized ChIP-seq or ATAC-seq or Start-seq signal were compared across all time points at different regulatory elements, including: Promoters of AR upregulated genes (P + AR: red), promoters of AR-independent genes (P-AR: black), AR-bound enhancers (E + AR: yellow) of AR-regulated genes, AR-free enhancers (E-AR: gray) of AR-independent genes. **B** A similar analysis was done for the promoters of AR-downregulated genes (P+dAR: blue), and their AR-bound enhancers (E+dAR: yellow). For all figures, the solid line represents the mean, and the error bars indicate the 95% confidence.

### AR-bound enhancers increase contact frequency to AR-upregulated gene promoters

Next we investigated how chromatin looping changed following AR activation. Initially, we compared the number of loops formed following androgen stimulation and found that both promoters of AR-upregulated genes (P + AR) and their looped AR-bound enhancers (E + AR) did not exhibit any significant changes (*p* > 0.05) in the number of loops compared to background P-AR/E-AR (Fig. 3A). There was also no significant difference in the distribution of the number of loops on gene promoters during androgen treatment (Supplementary Fig. 5A). These results demonstrate that AR binding does not cause a substantial rewiring of chromatin looping.

**Fig. 3:**
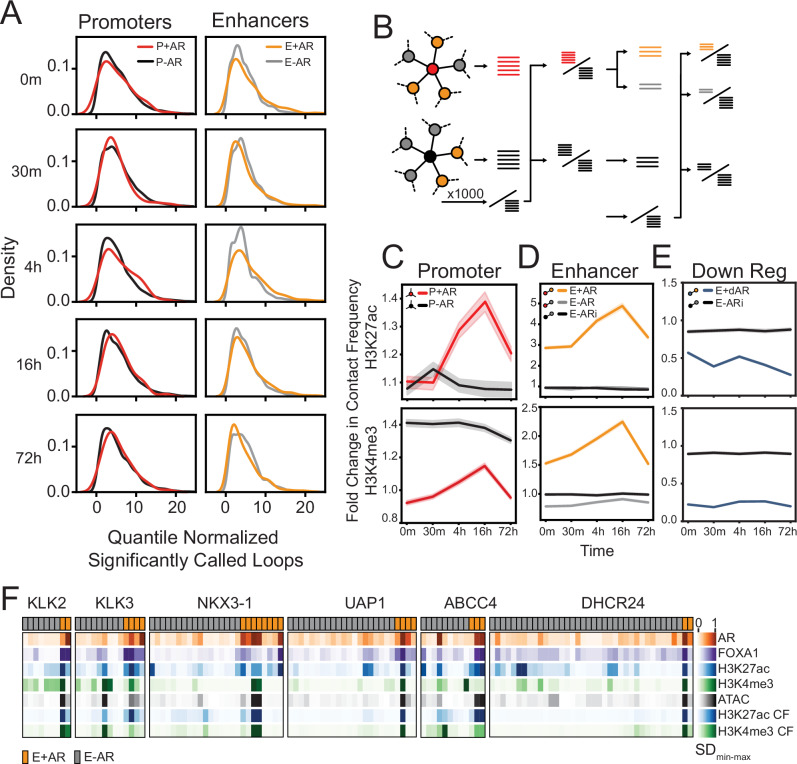
AR-bound enhancers only increase contact frequency to AR-regulated gene promoters. **A** Kernel density estimation of the number of significantly called loop anchoring promoters (left; AR-regulated promoters are in red; AR-independent promoter backgrounds are in black) or enhancers (right; AR-bound enhancers are in yellow; AR-free CRE background are in gray) at each time point (H3K27ac HiChIP). Each row represents the significantly called loops at each time point separately, and not reference loops. **B** Schematic representation of fold change in contact frequency calculation for a given gene set (left), from its promoter’s viewpoint (middle), from its enhancers’ viewpoint (right). The query loop sets are compared to the same reference loop set. Promoter view: The AR-regulated gene promoter loops (red sticks) and a random set of AR-independent gene promoter loops (black sticks) are compared to the reference loops, which are selected from AR-independent promoter loops (denominator black sticks). Enhancer view: The loops of AR-bound enhancers (yellow sticks) and AR-free enhancers (gray sticks), and loops of AR-free enhancers (black sticks) that interact with AR-independent gene promoters are compared to the reference loops which are selected from AR-independent promoters that interact with AR-free enhancers (denominator black sticks). **C** Fold change in chromatin loop contact frequency of AR-regulated gene promoters (P + AR; red) and highly expressed AR-independent gene promoters (P-AR; black). **D** Fold change in contact frequency of AR-bound enhancers that loop to AR-regulated genes (E + AR; yellow), AR-free enhancers looping to AR-regulated genes (E-AR; gray), and AR-free enhancers looping to highly expressed AR-independent genes (E-ARi; black). **E** Fold change in contact frequency in AR-bound enhancers looping to AR-downregulated genes (E+dAR; blue), and AR-free enhancers looping to highly expressed genes (E-ARi; black). **F** Min-max normalized standard deviation (SD) following androgen treatment for AR, FOXA1, H3K27ac, and H3K4me3 ChIP-seq, ATAC-seq and H3K27ac and H3K4me3 HiChIP contact frequency (CF) are depicted for AR-bound (E + AR; orange) and AR-free (E-AR; gray) CREs of six selected AR-regulated genes (*KLK2*, *KLK3*, *NKX3-1*, *UAP1*, *ABBCC4*, and *DHCR24*). For all line plots (**C**–**E**), the solid line represents the mean, and the error bars indicate the 95% confidence.

While androgen treatment did not significantly change the number of loops, we did observe an increase in contact frequency at AR-bound enhancers looping to AR-regulated genes (Supplementary Fig. 6). To quantify these changes, we calculated the fold change in contact frequency compared to bootstrapped (*b* = 1000) random AR-independent genes from both promoter and enhancer viewpoints (Fig. 3B). We observed that AR activation increased the contact frequency of loops at AR-regulated promoters (P + AR) over time, with a peak at 16 h (H3K27ac: *p* < 0.001; H3K4me3: *p* < 0.001) (Fig. 3C). In contrast, the change in contact frequency of loops to promoters of AR-independent genes (P-AR) remained stable. 

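Highly expressed genes were taken from the source data of Fig. 1E, and 84 of the 89 listed had an annotated promoter with loops, 3614 in all. Of these loops, 1645 are in the H3K27ac set and 2833 in the H3K4me3 set. All 3614 entered the contact of both marks, also where a loop was not called in that mark. Their mean H3K27ac contact was 1.40 at 0 m, from 17224 read pairs, 1.74 at 30 m, 1.39 at 4 h, 1.75 at 16 h, from 29859 read pairs, and 1.71 at 72 h. The log2 change from 0 m to 16 h was 0.32 (95% interval 0.30 to 0.35), and it was 0.31 at 30 m and -0.01 at 4 h. These are changes from 0 m, while the paper's fold change is against random lists of highly expressed genes. All loops changed by 0.25 in H3K27ac at 16 h. With read pairs scaled to the same total per library, the promoters of highly expressed genes changed by 0.08. Mean H3K4me3 contact was 2.42 at 0 m, 2.54, 2.89 and 2.66 at the next time points and 2.14 at 72 h. Its log2 change was 0.25 at 4 h (interval 0.23 to 0.27), 0.13 at 16 h (interval 0.11 to 0.15) and -0.18 at 72 h (interval -0.21 to -0.16). Mean H3K4me3 contact over all loops moved the same way, from 1.43 at 0 m to 1.67 at 4 h, 1.57 at 16 h and 1.31 at 72 h. Much of this time course is therefore not particular to these promoters. The alternative that moved the change of these promoters at 16 h most was a minimum loop length of 20 kb in H3K27ac, which gave 0.06. In H3K4me3 it was scaling the read pairs to the same total per library, after which no change was left beyond counting error. At 16 h the median change over these genes stood at the 47.0th percentile of the matched random lists in H3K27ac and at the 91.0th in H3K4me3, and at the other time points between the 13.5th and the 45.4th in H3K27ac and between the 94.0th and the 94.4th in H3K4me3. At the 81 promoters of genes of mid-high expression with loops, the log2 change at 16 h was 0.37 in H3K27ac and 0.126 in H3K4me3, and the median change over genes stood at the 48.6th and the 96.2th percentile. At 4 h it stood at the 99.4th in H3K4me3.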

From an enhancer viewpoint (Fig. 3D), AR-bound enhancer CREs (E + AR) showed a significant increase in both H3K27ac and H3K4me3 contact frequency (H3K27ac: *p* < 0.001; H3K4me3: *p* < 0.001). In contrast, AR-free CREs (E-AR; gray) that were connected to the same AR-regulated gene promoters did not exhibit any significant change. Further, no change in contact frequency was observed in the CREs (E-ARi; black) that interact with AR-independent gene promoters. While chromatin contact frequency increased between AR-bound enhancer CREs (E + AR) and upregulated hallmark gene promoters (P + AR), we did not observe any change in loops between AR-bound CREs (E + dAR) and downregulated gene promoters (Fig. 3E). This is particularly striking as, AR-bound CREs (E + AR, E+dAR) exhibited a similar pattern in their epigenetic profiles, regardless of whether they looped to an upregulated or downregulated gene (Fig. 2A,  B). Given that a similar trend is observed at all AR-bound CREs, this suggests that epigenetic modifications alone do not determine gene expression and combine with chromatin looping.

To interrogate the kinetic changes in epigenetics and contact frequency from multiple CREs, we focused on several upregulated androgen-responsive genes (*KLK2*, *KLK3*, *NKX3-1*, *UAP1*, *ABCC4*, and *DHCR24*) (Fig. 3F). As expected, AR-free enhancers (E-AR; gray) had minimal changes in epigenetics and contact frequency. Interestingly, we observed that AR-bound enhancers (E + AR; orange) had broad heterogeneity in response to treatment and the same enhancer typically had both the highest change in epigenetic features and contact frequency. Our findings demonstrate that AR-bound enhancers increase contact frequency with AR-regulated gene promoters in response to androgen treatment. However, this response is heterogeneous, and there is significant variability among AR-bound enhancers.

### Association of nascent transcription to epigenetic changes and contact frequency

To determine if the change in contact frequency precedes or occurs simultaneously with AR-mediated gene transcription, we characterized the kinetic rate of androgen-induced gene expression. We identified upregulated androgen-induced genes from nascent RNA (Start-seq) and categorized them based on the maximal expression (30 m, 4 h, 16 h, or 72 h) (Fig. 4A). We chose to group these genes based on nascent RNA, as RNA-seq provides only steady-state quantification of mRNA transcripts^42^. Between these groups, no significant difference was observed in the maximal signal at AR-bound enhancers for AR, FOXA1, and H3K27ac ChIP-seq or chromatin accessibility (Fig. 4B), suggesting that the epigenetic features do not dictate the timing of nascent RNA production. However, we observed a temporal relationship between nascent transcription and chromatin contact frequency. Specifically, the maximal nascent transcription (4 and 16 h groups) occurred simultaneously with an increase in H3K27ac and came before the peak of H3K4me3 (16 h) contact frequency at AR-bound enhancers (Fig. 4C). These observations indicate that the change in contact frequency does not precede RNA transcription. Overall, these findings suggest that although AR and FOXA1 rapidly bind at enhancers upon androgen treatment, the maximal transcription occurs either simultaneously with or before a maximal alteration in chromatin contact frequency.

**Fig. 4:**
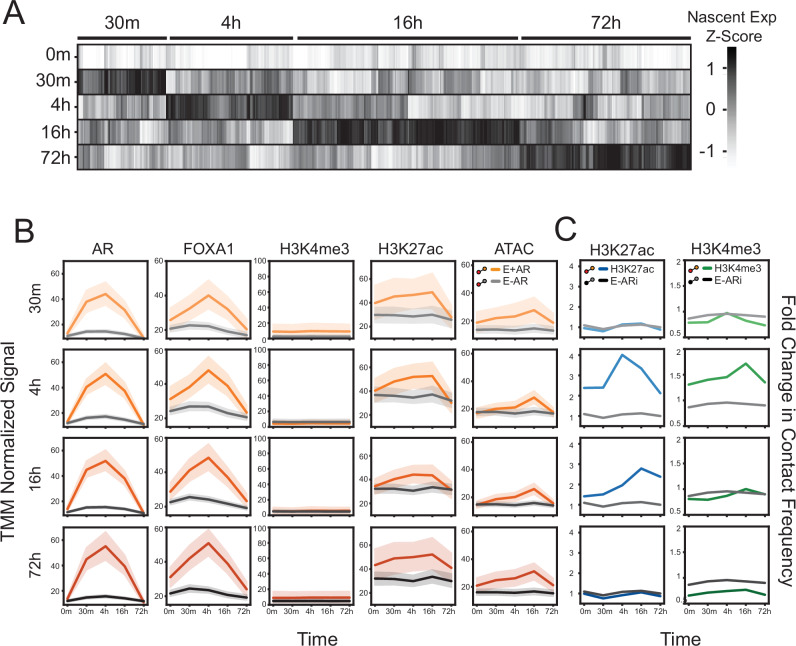
Temporal changes of nascent RNA. **A** Clustering of nascent capped mRNA (Start-seq) according to time-dependent maximum expression. The union of upregulated transcripts’ nascent expression level across all time points were z-score normalized. **B** TMM normalized ChIP-seq or ATAC-seq of the following regulatory elements: AR-bound enhancers (E + AR: yellow) and AR-free enhancers (E-AR: gray). Each row represents the enhancers that loop to those genes that are maximally expressed at that time point (see **A**). **C** Fold change in contact frequency of AR-bound enhancers looping to maximally expressed genes for H3K27ac (E + AR; blue) and H3K4me3 (E + AR; green) HiChIP. These CREs were compared to AR-free enhancers of highly expressed genes (E-ARi; black) in both HiChIP datasets. For all line plots (**B**, **C**), the solid line represents the mean, and the error bars indicate the 95% confidence.

### Multi-enhancers influence transcription proportional to contact frequency

Having observed marked heterogeneity in chromatin loop contact frequency at AR-bound enhancers, we began to explore the impact of multi-enhancer contacts on gene expression. We expanded the scale of our analysis to include all detectable genes (*n* = 13,575) and characterize how loop frequency correlates to gene expression. 

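Of the 19856 protein-coding promoters in the annotation, 16251 had at least 1 loop in either set. Their median number of loops was 20, with quartiles of 6 and 38, and 90.7% had more than 1. Counted in each set alone, the median was 9 loops in the H3K27ac set and 17 in the H3K4me3 set.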

Most genes had multiple CREs interacting with target promoters with a median frequency of ~15 interactions per gene (Supplementary Fig. 8A). With this large dataset, we evaluated three models correlating H3K27ac and H3K4me3 contact frequency to gene expression where: all interactions contribute equally to gene expression (average), only a single strong interaction affects gene expression (maximum), or all interactions contribute to gene expression in an additive manner (sum) (Fig. 5A). 

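Expression was taken from the source data of Fig. 1E, which list TPM values for 267 genes, and 251 of them had a promoter with loops. The RNA-seq data of all genes were not used. Contact at 16 h was set against log2(TPM + 1) across genes, which are not independent replicates, so no p-value is given. For H3K27ac, Pearson's r was 0.236 for the average contact of a promoter, 0.217 for the maximum and 0.251 for the sum. For H3K4me3 it was 0.261, 0.257 and 0.251. Spearman's rho lay between 0.304 and 0.355 over the 6 relations. The paper sorts genes by expression and bins them before plotting, so r across single genes is not the same measure as in its plot. The alternative that moved r most likewise averaged the genes in bins of 25 after sorting them by expression. This alternative was chosen after the data were seen. It gave 0.806 for the average, 0.642 for the maximum and 0.678 for the sum in H3K27ac, and 0.864, 0.776 and 0.833 in H3K4me3.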

While all models strongly correlated H3K27ac and H3K4me3 contact frequency to gene expression (*p* < 0.0001; Spearman’s test), we found that the sum model (H3K27ac; *r* = 0.896, H3K4me3; *r* = 0.904) and maximum model (H3K27ac; *r* = 0.839, H3K4me3; *r* = 0.876) correlated significantly better than the average model (H3K27ac; *r* = 0.643, H3K4me3; *r* = 0.679) across all time points (Fig. 5B and Supplementary Fig. 9). To quantify the importance of each feature, we built a random forest regressor to predict the expression from these operations (Accuracy; *r*^2^ = 0.805) and found that the additive model (sum) best-predicted expression (Supplementary Fig. 8B)^43^. As we observed a similar correlation with the maximum model, which scored only a single chromatin loop, this suggested that the contact frequency of chromatin loops to a promoter were markedly unbalanced and that there was a “dominant” interaction. 

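The Gini index of the contacts of a promoter, which is 0 when all its loops have the same contact, was computed at 16 h for promoters with at least 2 loops. It takes the loops of either set, also those not called in the mark. It is thus not the inequality among the loops called in that mark, which was not computed. Its median was 0.652 over 14640 promoters in H3K27ac (quartiles 0.544 and 0.729) and 0.570 over 14704 promoters in H3K4me3 (quartiles 0.473 and 0.652). An index above 0.5 was found for 80.7% of the promoters in H3K27ac and 68.2% in H3K4me3. With contact at 0 m in place of 16 h the median was 0.611 in H3K27ac, and with a minimum of 5 loops it was 0.588 in H3K4me3. Over the 5 time points it lay between 0.608 and the value at 16 h in H3K27ac and between 0.556 and 0.607 in H3K4me3.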

To characterize this behavior within the gene context, we quantified the inequality of chromatin loop contact frequency to a target promoter and found that both H3K27ac and H3K4me3 were strongly unbalanced (Gini >~0.5; Supplementary Fig. 8C). The length distributions of accessible sites (ATAC-seq peaks) within dominant and non-dominant interactions were not different (Supplementary Fig. 8D). Our attempts to identify known DNA motif sequences associated with dominant AR-bound enhancers did not yield promising results. These dominant loops did not relate to prostate cancer risk variants (Fisher’s exact test *p* > 0.05) (Supplementary Data 4). These findings suggest that enhancers interacting with gene promoters do not have a uniform distribution in contact frequency and that there are “dominant” loops that strongly correlate with expression (Fig. 5D).

**Fig. 5:**
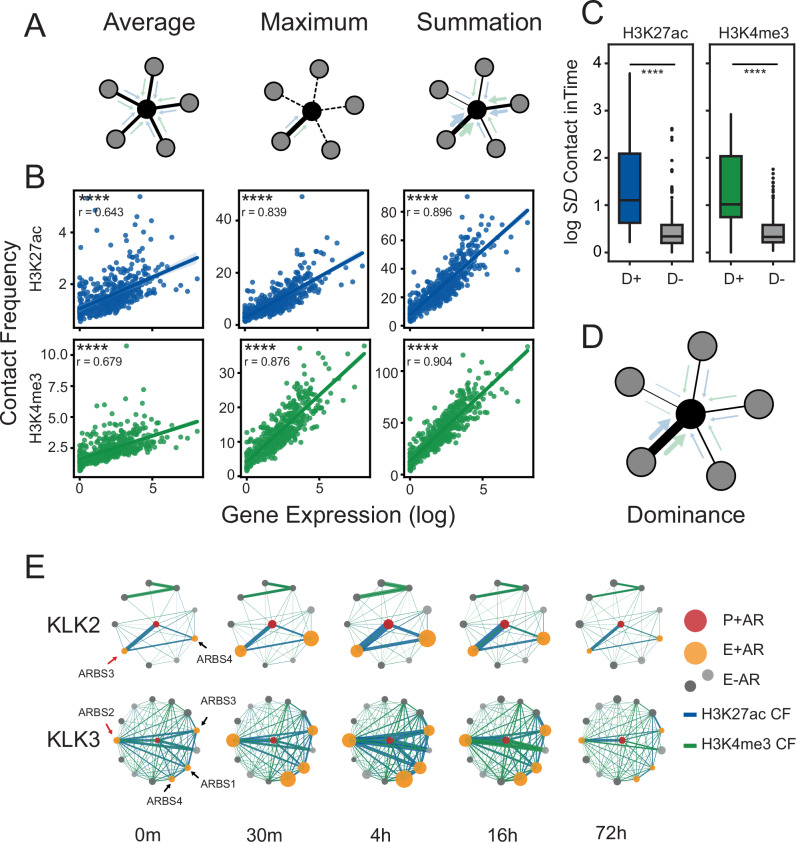
Multi-enhancer contact is strongly influenced by a dominant loop. **A** Schematic representation of tested multi-enhancer models. The average model (left) represents an equal impact of all CREs (surrounding nodes; gray) on gene promoter (center node; black). The maximum model (middle) represents only one neighbor (unbroken line) impact on the gene promoter (center node; black). The summation model (right) proposes that all variable CREs (different widths of blue/green arrows) impact additively with their contact frequency to gene promoter. **B** Scatter plot of binned (k = 25) log expression (x-axis) vs. contact frequency (y-axis) according to the proposed multi-enhancer models function (16 h HiChIP). The solid line represents the mean, and the error bars indicate the 95% confidence. The correlation was calculated by linear regression. The significance was assessed by Spearman’s rank correlation (*p*_*H3K27ac_avg*_ ~1.81 × 10e-60, *p*_*H3K27ac_max*_ ~3.07 × 10e-135, *p*_*H3K27ac_sum*_ ~1.69 × 10e-179, *p*_*H3K4me3_avg*_ ~1.42 × 10e-69, *p*_*H3K4me3_max*_ ~1.74 × 10e-161, *p*_*H3K4me3_sum*_ ~3.46 × 10e-188). **C** Standard deviation of H3K27ac and H3K4me3 HiChIP contact frequency change over time for dominant AR-bound CREs (D+) and non-dominant AR-bound CREs (D−) that interact with promoters of AR-regulated genes. The significance was assessed by Mann–Whitney *U*-test (*p*_*H3K27ac*_ ~6.41 × 10e-12, *p*_*H3K4me3*_ ~4.34 × 10e-10). **D** Schematic representation of hypothesized multi-enhancer dominance model. The width of the arrows (blue/green) represents the contact frequency. **E** Circle plot representation of first-degree regulatory interactions of *KLK2* (top) and *KLK3* (bottom) genes. Promoters are shown in the center (red) and the first-degree interactions are either AR-bound (yellow) or AR-free (grays) CREs. The size of the nodes represents the AR ChIP-seq signal, and the width of the edges represents contact frequency (H3K27ac CF: blue, H3K4me3 CF: green). For all data ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To better understand how these potential dominant loops are dynamically affected by acute androgen perturbation, we characterized the CRE-promoter interactions of androgen-regulated genes (*n* = 88; Supplementary Data 3). Dominant loops were identified for every gene promoter by first scaling the contact frequency of interacting CREs (0, 1 range), and selecting the highest ones with a threshold >0.8. The AR dominant loops were not solely based on proximity to the gene promoter, as they were the closest CRE for only 40% of AR-regulated genes at any time point. The same dominant loops were commonly found before androgen treatment  suggesting that the dominant loops are “primed” before AR binds (Supplementary Fig. 10). We found that the dominant AR-bound CREs (D+) had significantly (*p* < 0.0001) higher dynamic change in contact frequency than non-dominant AR-bound CREs (D-) that interacted with AR-regulated gene promoters (Fig. 5C). Interestingly, the dominant loops were highly gene-specific. When we characterized two AR-regulated genes (*KLK3* and *KLK2*) that share many looped CREs (Fig. 5E), we observed gene-specific changes in contact frequency changes from an AR enhancer (ARBS3) to the *KLK2* or *KLK3* promoters. Specifically, ARBS3 displayed the strongest and most dynamic contact frequency with the *KLK2* promoter, but not the *KLK3* promoter. Instead, the dominant *KLK3* promoter loop was with the well-known upstream AR-enhancer^44^ (ARBS2). Interestingly, both these dominant looped enhancers were not the CRE with the highest change in AR peak height, suggesting that there are additional factors that contribute to changes in contact frequency. Overall, these results demonstrate that AR binding does not affect chromatin looping equally and that those CREs with the most dynamic contact frequency potentially have a greater impact on gene transcription.

### CRISPR-based perturbations confirm the existence of “dominant” chromatin loops

To experimentally validate these correlative models, we tested the effects of dominant chromatin loops on androgen-induced gene expression. Utilizing CRISPRi, a derivative of the CRISPR/Cas9 system that inhibits enhancer activity without altering DNA sequences, we targeted all AR-bound enhancers (*n* = 20) that interact with (Supplementary Data 1,  2 and Supplementary Fig. 11) the previously described AR-regulated genes (*KLK2*, *KLK3*, *NKX3-1*, *UAP1*, *ABCC4*, and *DHCR24*). Across all tested genes, we found that inhibiting those CREs that had a dominant chromatin loop, significantly impacted androgen-induced transcription (Fig. 6A). For *KLK2* and *KLK3* we observed the highest inhibition of androgen-induced expression when we inhibited the AR-bound CREs that had the largest change in contact frequency (ARBS3 and ARBS2) (Fig. 5E). Supporting the dominance model, we observed an inverse correlation between the inhibition of androgen-induced gene expression and the dynamic change in contact frequency of loops during androgen stimulation (Fig. 6B). This correlation was greater than any other genomic features including AR, FOXA1, H3K4me3, H3K27ac, and chromatin accessibility (Supplementary Fig. 12). These results demonstrate that not all CREs contribute equally to androgen stimulation and that their contact frequency with promoters correlates with their impact on gene expression. Overall, these results underscore the importance of spatial genome organization in transcriptional regulation and validate our proposed multi-enhancer dominance model.

**Fig. 6:**
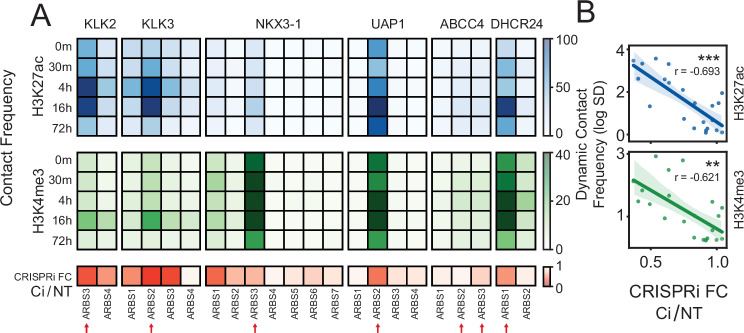
Androgen-induced gene expression is significantly affected by perturbing the most dominant AR-bound enhancers. **A** Functional characterization of individual AR-bound CRE on androgen-induced expression. Heatmap of contact frequency strength at each time point (H3K27ac: blue, H3K4me3: green) for individual AR-bound CREs to a target gene promoter (*KLK2*, *KLK3*, *NKX3-1*, *UAP1*, *ABCC4*, and *DHCR24*). Each AR-binding site (ARBS) was individually inhibited with CRISPRi and treated with androgen (10 nM DHT). The inhibition of the target gene induction was calculated compared to the non-targeting control (CRISPRi FC Ci/NT; red). Dominant enhancers based on contact frequency are represented with a red arrow. **B** Correlation of CRISPRi-induced gene-knockdown and chromatin loop dynamic (standard deviation in time) contact frequency for each ARBS. The solid line represents the mean, and the error bars indicate the 95% confidence. The significance was assessed by Spearman’s rank correlation (*p*_*H3K27ac*_ ~0.0003, *p*_*H3K4me3*_ ~0.002) (ns *p* > 0.05, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

## Discussion

Transcription factors bind to specific DNA sites and regulate gene expression through the recruitment of co-regulatory proteins that activate transcriptional machinery^45,46^. Yet despite extensive research, many questions remain about how this complex process occurs, particularly as there are multiple CREs that interact with each promoter. Using the ligand-activated AR as a model system, we characterized how transcription factor activation changes epigenetics and chromatin looping. Similar to published studies, our work showed that the AR stabilizes/recruits FOXA1 and increases both H3K27ac and chromatin accessibility (Fig. 2A)^2,5,7,47,48^. By characterizing a kinetic dataset, we showed that the change in chromatin accessibility occurs after both FOXA1/AR binding and H3K27ac post-translational modifications, suggesting that this is mediated by the recruitment of additional chromatin-remodeling proteins. Those enhancers that are not bound by AR do not exhibit these changes. However, these epigenetic changes do not solely drive gene expression, as we observed a consistent pattern in all AR-bound CREs, regardless of either the direction of expression (upregulated and downregulated), or timing of maximal nascent transcription (Figs. 2, 4B). Particularly, the regulation of enhancer-associated H3K27ac by AR is independent of gene expression, similar to a recent study^49^. On the other hand, the slight decrease in promoters does not appear to be directly mediated by AR binding, as it was also observed in AR-independent promoters. This suggests a potential competition for histone acetyltransferases^50^, especially since we noted an increase in the signal at AR-bound enhancers (Supplementary Fig. 13). However, AR binding selectively induced nascent eRNA transcription at enhancers looped to upregulated genes and not downregulated genes (Fig. 2A). This suggests a regulatory role of eRNA on gene expression and further indicates AR regulates target genes through these looped enhancers. These observations suggest a sequential mechanism, independent of gene expression, in which AR activation recruits specific co-regulatory proteins that alter histone modification and chromatin accessibility.

This work also characterized how AR binding affects genome organization. This is a controversial field, with earlier studies proposing that steroid hormone receptors significantly reorganize chromatin looping when activated^51^. However, recent work has suggested that gene expression may occur through already-existing interactions in both GR-mediated^23^ and ER-mediated^52^ transcription. Our research found that androgen treatment does not cause the rewiring of chromatin contact loops but instead increases the contact frequencies of previously established loops (Fig. 3C, D and Supplementary Fig. 6). Interestingly, we observed that maximal chromatin looping happens either during or after the maximal nascent gene expression (Fig. 4C). This suggests that increasing chromatin looping does not precede, but instead likely occurs simultaneously with gene transcription. Supporting this result, recent work observed that higher nascent RNA production is associated with a higher frequency of chromatin contacts^22^. Changes in the chromatin contact frequency have also been shown to be associated with differential gene expression^20,23^. Although several studies observed temporal changes in chromatin looping that occur before maximal RNA expression^21,23^, this distinction is likely due to the experimental methodology used, as RNA-seq primarily quantifies mature mRNA, whereas Start-seq captures only nascent mRNA. Highlighting the consistent pattern of epigenetic features of AR-bound enhancers (Figs. 2, 4B), we can infer chromatin looping is an additional mechanism which regulates gene expression independently of AR binding. The importance of chromatin loop contact frequency is highlighted when we look at AR-downregulated genes, which show similar changes in epigenetic alterations and chromatin accessibility but not contact frequency (Figs. 2B, 3E). This suggests that AR binding recruits additional factors that potentially increase the contact frequencies of pre-established loops between enhancers and their target gene promoters to regulate the gene expression.

Numerous studies demonstrate that multiple enhancers contribute to the expression of a single gene^7,53^. However, there is no consensus about how each CRE contributes to gene expression. Our work suggests that connected enhancers contribute unevenly, and there exist dominant loops that have the largest impact on gene expression. These findings align with the assumptions made in the activity-by-contact (ABC) model^54^, which presumes that the enhancer’s impact on gene expression is correlated with the strength of the contact between them. Both our validation (Fig. 6), and a recent large-scale CRISPRi study^22^, demonstrate that those enhancers with higher contact frequency to target promoters are more likely to be functionally important (Fig. 5D). Given multi-enhancer hubs could be a strategy for phenotypic robustness^55^, cancer cells could exploit this model to achieve heterogeneous regulation across different cellular contexts. For example, in castration-resistant prostate cancer, various combinations of development enhancers could be activated^26^. While speculative, cells might also hijack these “dominant” enhancers within extrachromosomal DNA to further modulate gene expression^56^. However, further improvements of this model can help us to understand the effect of individual CREs, thus allowing us to evaluate how multiple transcription factors impact gene expression.

Given the complex nature of this system, we had to make several assumptions. First, we opted to investigate AR-mediated transcription using the LNCaP prostate cancer cell line, a well-established androgen-dependent PCa model^57^. While the LNCaP cell line harbors a T878A ligand-binding domain mutation in the AR gene, this mutation does not significantly impact AR function^58^. Next, we chose to define individual regulatory units based on chromatin accessibility, since defining enhancers and promoters by histone modifications is prone to false positives^59,60^. Within these CREs, we focused on hallmark androgen response genes (Fig. 1E), as these have been shown to be regulated by AR. Further, we used HiChIP, a protein-centric HiC method, rather than conventional HiC to provide enhanced resolution and specificity in capturing protein-bound chromatin^61^. By characterizing both promoter-centric (H3K4me3) and enhancer-centric (H3K27ac) chromatin loops, we believe this provided us with different genomic perspectives of chromatin loops and reduced potential biases (Fig. 1B, C)^21,62,63^. We showed that changes in the ChIP-seq signal cause minimal bias on HiChIP contact frequency change (Supplementary Fig. 14). It is important to note that while H3K27ac is strongly impacted by AR binding, we observed that H3K4me3 was relatively static (Figs. 2,  4B), suggesting that the change in contact frequency (Figs. 3C–E,  4C) following androgen treatment was not due to capture efficiency. Moreover, as gene expression regulation circuits are challenging to integrate due to the intricate network structures formed by diverse CREs (Fig. 1D), we utilized regulatory networks wherein the nodes and edges represent the CREs and chromatin loops, respectively. Several studies have employed graph-based approaches to connect genomic regions and address various high-dimensional biological inquiries^64–66^. The versatility of this approach underscores the quantitative advantages of utilizing graphs to characterize chromatin loops. Finally, we investigated a multi-enhancer model by analyzing the correlation between contact frequency and gene expression across all genes at all time points (Fig. 5B and Supplementary Fig. 9). This methodology enabled us to examine the multi-enhancer model AR-agnostic, thereby enhancing the generalizability of our model. This approach also allowed a more in-depth exploration of how AR operates within a gene’s context. Despite these limitations, this study represents one of the largest experimental datasets (Fig. 1A) to characterize AR-mediated transcription.

Overall, this paper provides insight into several important aspects of AR-mediated gene expression. We show that AR binding triggers a temporal cascade which increases FOXA1 and H3K27ac that affects chromatin accessibility. Further, we demonstrate that AR does not introduce novel chromatin loops, but instead increases the contact frequency between AR-bound enhancers and their target promoters. However, the effect of each enhancer on gene expression is markedly heterogeneous and proportional to promoter contact frequency. These findings suggest that while AR binding to DNA induces a stepwise epigenetic alteration, the impact of bound enhancers is strongly dependent on the contact frequency of the established chromatin loops with the target promoter.

## Methods

### Experimental

#### LNCaP cell culture and DHT treatment

LNCaP cells (#CRL-1740, ATCC) were grown in phenol red-free RPMI (#11835030, GIBCO) with 10% charcoal-stripped FBS (#100–119, GemBio) for 3 days and then were stimulated with 10 nM dihydrotestosterone (DHT) (A8380, Sigma) for 0.5, 4, 16, or 72 h. For the vehicle samples, the cells were treated with 100% EtOH. Subsequently, cells were collected for further experiments (ChIP-seq, RNA-seq, ATAC-seq, HiChIP, or Start-seq) accordingly^67^. LNCaP cells were authenticated by sequencing and comparing short tandem repeats to parental LNCaP cells in the ATCC database. Prior to experiments, cells were tested for mycoplasma contamination with LookOut Mycoplasma PCR Detection Kit (Sigma-Aldrich #D9307).

#### Chromatin immunoprecipitation assays with sequencing (ChIP-seq)

ChIP-seq in LNCaP was performed as previously described in ref. ^67^. Briefly, 10 million cells were fixed with 1% formaldehyde at room temperature for 10 min, quenched, and collected in lysis buffer (1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS and protease inhibitor [#11873580001, Roche] in PBS). Chromatin was sonicated with a Covaris E220 sonicator (140 PIP, 5% duty cycle, 200 cycle burst). The sample was then incubated with antibodies (AR: Abcam ab133273, FOXA1: Abcam ab23738, H3K27ac: Diagenode C15410196; H3K4me3: Diagenode C15410003) coupled with Dynabeads protein A and protein G beads (Life Technologies) at 4 °C. Incubated chromatin was washed with RIPA wash buffer (100 mM Tris pH 7.5, 500 mM LiCl, 1% NP-40, 1% sodium deoxycholate) for 10 min six times and rinsed with TE buffer (pH 8.0) once. DNA was purified using a MinElute column followed by incubation in the de-crosslinking buffer (1% SDS, 0.1 M NaHCO3 with Proteinase K and RNase A) at 65 ^o^C. Eluted DNA was prepared as sequencing libraries with the ThruPLEX-FD Prep Kit (Takara bio, # R400675). Libraries were sequenced with 150-BP PE on an Illumina HiSeq 2500 Sequencing platform at Novogene.

#### RNA-seq

LNCaP cells (5 × 10^5^) were harvested for RNA-seq^68^. Total RNA was collected from the cells using an RNeasy kit (Qiagen, #74104,) with DNase I treatment (Qiagen, #79254). The library preparations, quality control, and sequencing on HiSeq 2500 Sequencing platforms (150-BP PE) were performed by Novogene.

#### Assay for transposase-accessible chromatin with sequencing (ATAC-seq)

LNCaP cells were isolated and subjected to modified ATAC-seq as previously described in ref. ^67^. Briefly, 50,000 nuclei were pelleted and resuspended in ice-cold 50 μl of lysis buffer (10 mM Tris-HCl, pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% NP-40, 0.1% Tween20, and 0.01% Digitonin). The subsequent centrifugation was performed at 500×*g* for 10 min at 4 °C. The nuclei pellets were resuspended in 50 μl of transposition buffer (25 μl of 2× TD buffer, 22.5 μl of distilled water, 2.5 μl of Illumina Tn5 transposase) and incubated at 37 °C for 30 min with shaking at 1000 rpm for fragmentation. Transposed DNA was purified with the MinElute PCR Purification kit (Qiagen). DNA was purified using Qiagen MinElute (#28004), and the library was amplified up to the cycle number determined by 1/3rd maximal qPCR fluorescence. ATAC-seq libraries were sequenced with 150-BP PE high-throughput sequencing on an Illumina HiSeq 2500 Sequencing platform (Novogene).

#### HiC combined with capture ChIP-seq (HiChIP)

HiChIP was performed as previously described in ref. ^68^. Trypsinized LNCaP cells (10 million) were fixed with 1% formaldehyde at room temperature for 10 min and quenched. The sample was lysed in HiChIP lysis buffer and digested with MboI (NEB) for 4 h. After 1 h of biotin incorporation with biotin dATP, the sample was ligated with T4 DNA ligase for 4 h with rotation. Chromatin was sonicated using Covaris E220 (conditions: 140 PIP, 5% DF, 200 CB) to 300–800 bp in ChIP lysis buffer (1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS and protease inhibitor in PBS) and centrifuged at 13,000 rpm. for 10 min at 4 °C. Preclearing 30 μl of Dynabeads protein A/G for 1 h at 4 °C was followed by incubation with antibodies (H3K27ac, Diagenode, C15410196; H3K4me3, Diagenode C15410003). Reverse-crossed IP sample were pulled down with streptavidin C1 beads (Life Technologies), treated with Transposase (Illumina) and amplified with reasonable cycle numbers based on the qPCR with a five-cycle pre-amplified library. The library was sequenced with 150-BP PE reads on the Illumina HiSeq 2500 Sequencing platform (Novogene).

#### Small capped nascent RNA sequencing (Start-seq)

For Start-seq, LNCaP cells were grown and collected as described above. Cell pellets were washed with ice-cold 1x PBS. One million cells were treated with 1.5 mL of Nun Buffer (0.3 M NaCl, 1 M Urea, 1% NP-40, 20 mM HEPES pH 7.5, 7.5 mM MgCl_2_, 0.2 M EDTAm, protease inhibitors, and 20 U/mL SUPERase-IN) for 30 min on ice with frequent vortexing. Chromatin was pelleted by centrifugation at 12,500×*g* for 30 min for 4 °C. After three times-washing with 1 mL ice-cold chromatin washing buffer (50 mM Tris-HCL pH 7.5 and 40 U/mL SUPERase-In) and additional 0.5 mL of Nun buffer. After centrifugation for 5 min at 500×*g*, 0.5 m TRIzol was added to the remaining pellet. Libraries were prepared according to the TruSeq Small RNA Kit (Illumina). To normalize samples, 15 synthetic capped RNAs were spiked into the Trizolpreparation at a specific quantity per 10^7^ cells, as in ref. ^69^. The library was sequenced with 150-BP PE reads on the Illumina HiSeq 2500 Sequencing platform (Novogene).

#### CRISPRi

Guide RNAs (gRNAs) were designed for each enhancer and promoter region using CRISPR-SURF^70^. Cas-OFFinder was used to eliminate off-target gRNAs^71^. LNCaP cells stably expressing dCas9-KRAB (Addgene #89567) were seeded in a six-well plate at a density of 200 K cells per well. For transfection, a total of 500–1500 ng DNA was used, divided according to the number of available gRNAs. Transfection was performed using Mirus TransIT-X2. After transfection, the media was replaced, and 2 ng/µl of puromycin was added for selection. Following 72 h of selection, the medium was changed to charcoal-stripped serum for androgen deprivation. After 48 h, the cells were treated with 10 nM DHT for 4 h and then trypsinized. RNA extraction and cDNA preparation was performed using the LunaScript® RT SuperMix Kit. The androgen-induced expression was quantified using qRT-PCR, and each experiment was conducted in triplicate. The sequences of gRNAs and qRT-PCR primers can be found in Supplementary Data 1.

### Bioinformatics analyses

#### RNA-seq analysis

Reads were aligned to the hg19 human genome with STAR (v2.7.9)^72^ with quant mode (--quantMode TranscriptomeSAM). Next, “toTranscriptome” bam files were fed into Salmon (v0.14.1)^73^ to quantify TPM values for (Gencode v19)^74^ transcripts. To generate the signal track files from RNA-seq, VIPER^75^ is used. Briefly, STAR, as the default aligner, converts BAM files into BigWig files using Bedtools (v2.30.0)^76^.

#### ChIP-seq and ATAC-seq analyses

ChIP-seq and ATAC-seq were processed through the ChiLin pipeline^77^. Briefly, Illumina Casava1.7 software used for base calling and raw sequence quality and GC content were checked using FastQC (v0.10.1). The Burrows–Wheeler Aligner (BWA^78^, v0.7.10) was used to align the reads to the human genome hg19. Then, MACS2^79^ (v2.1.0.20140616) was used for peak calling with an FDR q value threshold of 0.01. Bed files and Bigwig files were generated using bedGraphToBigWig^80^, and the union of narrow and broad peaks from ChIP-seq were used as anchors to call loops. The following quality metrics were assessed for each sample: (i) percentage of uniquely mapped reads, (ii) PCR bottleneck coefficient to identify potential over-amplification by PCR, (iii) FRiP (fraction of non-mitochondrial reads in peak regions), (iv) peak number, (v) number of peaks with 10-fold and 20-fold enrichment over the background, (vi) fragment size, (vii) the percentage of the merged peaks with promoter, enhancer, intron, or intergenic, and (viii) peak overlap with DNase I hypersensitivity sites. For datasets with replicates, the replicate consistency was checked by two metrics: (1) Pearson correlation of reads across the genome using UCSC software wigCorrelate after normalizing signal to reads per million and (2) percentage of overlapping peaks in the replicates.

#### HiChIP loop calling

After trimming adapters from the HiChIP datasets using Trim Galore (v0.5.0) (https://github.com/FelixKrueger/TrimGalore), we used HiC-Pro (v3.1.0)^81^ as previously described in ref. ^68^. This aligned the reads to the hg19 human genome, assigned reads to MboI restriction fragments, and removed duplicate reads. We used the following options: <MIN_MAPQ = 20, BOWTIE2_GLOBAL_OPTIONS = –very-sensitive–end-to-end–reorder, BOWTIE2_LOCAL_OPTIONS = –very-sensitive–end-to-end–reorder, GENOME_FRAGMENT = MboI_resfrag_hg19.bed, LIGATION_SITE = GATCGATC, LIGATION_SITE = “GATCGATC,” BIN_SIZE = “5000.”> All other default settings were used. To build the contact maps, the HiC-Pro pipeline selects only uniquely mapped valid read pairs involving two different restriction fragments. We applied FitHiChIP (v10.0)^82^ for bias-corrected peak and DNA loop calls. FitHiChIP models the genomic distance effect with a spline fit, normalizes for coverage differences with regression, and computes statistical significance estimates for each pair of loci. We used the FitHiChIP loop significance model to determine whether interactions are significantly stronger than the random background interaction frequency. As anchors to call loops in the HiChIP analyses, we used 842,367 regions for H3K27ac and 136,939 regions for H3K4me3, which resulted from merging ChIP-seq narrow and broad peaks comprised two replicates for each broad and narrow peak and each of the five-time points (0 m, 30 m, 4 h, 16 h, 72 h) for H3K27ac, and one replicate for each broad and narrow peak and each of the same time points for H3K4me3. We used a 5 kb resolution and considered only interactions between 5 kb and 3 Mb. We used the peak to all for the foreground, meaning at least one anchor needed to be in the peak rather than both. The corresponding FitHiChIP options specification is <IntType=3> For the global background estimation of expected counts (and contact probabilities for each genomic distance), FitHiChIP can use either peak-to-peak (stringent) or peak-to-all (loose) loops for learning the background and spline fitting. We specified the suggested option to merge interactions close to each other to represent a single interaction when their originating bins are closer. The corresponding FitHiChIP options specifications are <UseP2PBackgrnd = 0> and <MergeInt = 1> (FitHiChIP (L + M)). We used the default FitHiChIP *q* value <0.01 to identify significant loops. We used hicpro2higlass (v3.1.0) to convert allValidPairs to.cool files after having specified the hg19 chromosome sizes, using the following command: <hicpro2higlass.sh -i sample.allValidPairs -r 5000 -c chrsizes -n> The reads from HiChIP data were merged from every time point for H3K27ac and H3K4me3 separately, and the reference loop sets were called with the same parameters above (resulting loop number, *n* = 296,326; *n* = 278,491, respectively). Next, the contact frequency values of each time point at loops are captured from the.cool files using the Python package, Cooler (v0.9.3). The count table was then TMM normalized among time points to reduce the between-sample variation.

#### Annotation of cis-regulatory elements/defining background genes

CREs were defined as ±2.5 kb around the summit of the accessible region from ATAC-seq peaks at any given time point. Promoters were defined with a multi-step process. First, we identified the highest expression transcript (Gencode v19)^74^ isoforms using Salmon (v0.14.1)^73^, see RNA-seq analysis. Next, the start locations -according to strand information- of the highest expressing transcripts were collected, and the summit was extended +/2.5 kb. If they overlap with a defined CRE, we assign the overlapping CRE as the active promoters. From these annotated active promoters, the genes of HALLMARKS_ANDROGEN_RESPONSE from the Molecular Signature Database (MSigDB)^83^ were defined as AR-regulated genes. The transcriptome was divided into four quartiles, and AR-regulated genes were compared with similarly expressing genes (Supp Fig. 1A, B). Overlapping CREs to AR ChIP-seq peaks at any time point were defined as potential AR-bound enhancers. The median number of AR-bound enhancers (E + AR; ~2) of AR-regulated genes were less than AR-free enhancers (E-AR; ~14) (Supp Fig. 2C). Similarly, a CRE was considered FOXA1-bound, if it intersects with a FOXA1 peak at any time point (Supp Fig. 2A). Based on the contact frequency change results from the AR-upregulated genes, we defined the downregulated genes at the 16 h time point, as it exhibited the most marked regulatory response. To identify downregulated genes, we calculated the log2foldChange induction between 16 h and 0 m, considering those with a value below −1 as downregulated genes (Supp Fig. 4).

#### Constructing the graph network

When we called significant loops from each time point separately, there were few called loops overlapping between time points, potentially due to both the loop calling methodologies and experimental noise present in HiChIP data^84^. As we could observe the matching loops in the contact matrices of all time points (Supp Fig. 6), we instead generated a reference loop set, normalized the count matrix, and compared contact frequencies similar to published work^20^. A custom R (v4.1.1) script (https://github.com/lacklab/AR_transcription) was used to extract interaction pairs of annotated CRE regions (BED) according to the reference loop set (BEDPE; both H3K27ac and H3K4me3) using “GenomicInteractions” (v1.34)^85^. The graph structure is built in custom Python (v3.9.7) script (link) using the NetworkX (v3.1) package^86^. Briefly, any pair of CREs are included as nodes in the network with TMM normalized HiChIP contact frequency as weighted edges, for both H3K27ac and H3K4me3 at every time point.

#### Epigenetic changes of CREs and kinetic changes of enhancers of AR-regulated genes

The average signal (AR, FOXA1, H3K27ac, H3K4me3, ATAC) at the promoters and CREs were collected using a custom Python package [https://github.com/birkiy/bluegill.git]. To reduce the batch effect across time, TMM normalization was applied individually for each epigenetic factor^87^. To visualize the temporal change upon androgen stimulation, line plots were drawn (Fig. 2). For the selected six AR-regulated genes (Fig. 3F), both the average signal (AR, FOXA1, H3K27ac, H3K4me3, and ATAC) over the first-degree interacting enhancers of each gene promoter and contact frequency (CF) between every gene promoter and corresponding enhancer were collected for every time point. The standard deviation (SD) of each feature along the time domain was calculated, and the min-max was normalized.

#### Calculation of chromatin contact frequency change

Promoter-centric analysis was done with the query loop sets, AR-regulated genes’ promoter loops (P + AR), and random highly expressed genes’ promoter loops (P-AR; *n* = 100; seed = 7). This was compared to reference loop sets (*n* = 100) that were randomized (1000 iterations; seed = 7) from highly expressed genes’ promoter loops (Fig. 3B). Fold change was calculated for each iteration between the average contact frequency of loops in the query and reference. The same approach was used to calculate the contact frequency fold change from the enhancer viewpoint. The loop sets were selected according to the E-P pairs. While selecting the query and reference loops, the number of randomly selected promoters was fixed (*n* = 100). The loops between AR-regulated gene promoters to AR-bound (E + AR) and AR-free enhancers (E-AR), and between AR-independent gene promoters to AR-free enhancers (E-AR) were compared to randomized loops from an AR-free enhancer to highly expressed gene promoters (1000 iterations; seed = 7). Due to the limited sample sizes and variability in AR-upregulated genes across different quartiles, we chose to analyze these together to increase the overall trend. However, we also provided the fold changes in contact frequency for each quartile of AR-upregulated genes (Supp Fig. 7). This analysis confirms that contact frequency generally increases across quartiles, even with a diminishing effect.

#### Start-seq analysis

Adapter sequences and low-quality 3′ ends were removed from paired-end reads of all samples using cutadapt (v1.2.1). Reads shorter than 20 nucleotides were discarded (-m 20 -q 10), and a single nucleotide was trimmed from the 3′ end of all remaining reads to enable successful alignment with bowtie (v1.1.1). The first in pair flagged reads were filtered to generate signal (bigwig) files for each strand using bedtools genomecov (-bg -5 -strand ±, respectively).

The transcripts (Gencode v19) were extracted GTF file. The maximum signal within a range of ±500 bp of TSS was gathered from the forward Start-seq track for plus-stranded transcripts, and the reverse for minus-stranded transcripts. Next, the log2foldchange (LFC), compared to 0 m, was calculated for every time point (30 m, 4 h, 16 h, 72 h). If a transcript was found to be LFC >1 at any time point, it was considered as differential upregulation. Next, the nascent expression levels at all time points for those transcripts (the union of differential upregulation) were z-normalized to capture the highest expression time point, which is assigned to time-based expression groups (Fig. 4A). Similar to enhancer viewpoint analysis, the first-degree AR-bound enhancer contact frequency to the gene promoters was compared to randomly selected contact frequencies (1000 iterations) between the highly expressed gene promoters (*n* = 100) and their first-degree AR-free enhancers.

#### Contact frequency, expression correlation

To explore the contact frequency vs. expression, we performed three first-degree summarization models (average, maximum, and sum). Briefly, we identified all first-degree contacts of every gene promoter, then we summarized the contact frequencies with the corresponding function of the models for every gene. To reduce the signal noise, we first sorted genes according to expression, binned them into equal-sized sets (*k* = 25), plotted bins as a scatter plot with average log expression on the x-axis, and averaged summarized contact frequency on the y-axis (Fig. 5B and Suppl Fig. 9).

#### Random forest regressor

The binned (*k* = 25) contact frequency and expression data (see above) were used to train a random forest regressor from the Sklearn (v1.3.1)^88^ with “random_state=0”. The permutation importance of each feature is also calculated within the Sklearn^43^.

#### Gini index analysis

The chromatin contact frequency between gene promoter and first-degree interacting elements was identified and the Gini index was calculated for a 16 h time point (Fig. 5C). To calculate the Gini index a custom python function was utilized [https://github.com/birkiy/cisregulatorynetworks.git]. The mean absolute difference is the average absolute difference between all pairs of items in the population. The relative mean absolute difference is obtained by dividing the mean absolute difference by the population’s average (*x*) to account for differences in scale (e.q. 1), where *x*_*i*_ is the contact frequency of loop *i*, and there are *n* loops of a promoter.

1 $$G=\frac{{\sum }_{i=1}^{n}{\sum }_{j=1}^{n}|{x}_{i}-{x}_{j}|}{2{n}^{2}\underline{x}}$$

#### Circle plots

Circle plots were drawn with NetworkX and Matplotlib libraries^86,89^ [https://github.com/birkiy/cisregulatorynetworks.git].

### Statistical analysis

The probability of finding *k* loops from each CRE was determined by hypergeometric distribution (Supp Fig. 5). When comparing the target set with the background set, a non-parametric Mann–Whitney *U*-test was applied. Correlation coefficients and their *p* values were calculated with Spearman’s test. All statistical tests were performed using the SciPy (v1.11.1) Python package^90^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review file

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Source data

Source data

## Data Availability

The generated datasets are deposited to Gene Expression Omnibus (GEO), and are publicly availiable through GSE251898 accession (ATAC-seq: GSE251893, ChIP-seq: GSE251894, HiChIP: GSE251895, RNA-seq: GSE251896, Start-seq: GSE251897). Additional data were provided with this paper through Zenodo [10.5281/zenodo.13770484]. Source data are provided with this paper.

# Supplementary material for: Decoding the epigenetics and chromatin loop dynamics of androgen receptor-mediated transcription
**Source:** Nat Commun. 2024 Nov 3;15:9494. doi: 10.1038/s41467-024-53758-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** The sequences of gRNAs and qRT-PCR primers for CRISPRi.

**File Name:** Supplementary Data 2

**Description:** The coordinates of gRNAs and qRT-PCR primers for CRISPRi. All coordinates are in hg19.

**File Name:** Supplementary Data 3

**Description:** Neighbors of androgen response genes and their dominance status (0m, 30m, 4h, 16h, 72h). All coordinates are in hg19.

**File Name:** Supplementary Data 4

**Description:** Neighbors of all genes and their dominance status with prostate cancer variation status (PMID: 37945903). All coordinates are in hg19.

How the deposited data were processed for this re-analysis (not part of the article)

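HiChIP of H3K27ac and H3K4me3 was done by the authors in LNCaP cells treated with 10 nM DHT for 30 m, 4 h, 16 h or 72 h, or with vehicle (0 m). All 15 labelled samples were mapped to a mark and time point, 10 of H3K27ac (replicates 1 and 2 of each time point) and 5 of H3K4me3 (1 per time point). The paper's methods state that reads were trimmed with Trim Galore 0.5.0, aligned to hg19 and filtered with HiC-Pro 3.1.0, and that loops were called with FitHiChIP 10.0 in 5 kb bins on the read pairs of all time points of a mark merged.

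The 10 deposited tables, one per mark and time point, list the same 574817 pairs of 1 kb anchors, which are the 296326 H3K27ac loops followed by the 278491 H3K4me3 loops. Their values are contact signal that the authors took from binned contact maps with Cooler 0.9.3 and scaled among the 5 time points of a mark by TMM before deposit. In each table 100% of the values were whole multiples of a single step, the value of 1 read pair, so that read pairs were recovered by division. The tables hold 1 value per loop, mark and time point, so no test on counts between replicates was possible, and labels and methods do not state whether both H3K27ac replicates entered a value. The recovered read pairs per time point, counted once per loop, lay between 2475168 and 4308555 for H3K27ac and between 2153262 and 10675614 for H3K4me3. A loop had a median of 2 to 3 read pairs per H3K27ac time point and of 1 to 7 per H3K4me3 time point, so single loops are given an interval and weak loops are read only in sets.

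Loops were taken as the 505995 different anchor pairs. Coordinates were compared with the GRCh37 sequence, on which no loop ran past the end of a chromosome. Promoters are the 2500 bp on either side of the annotated start of a protein-coding gene in Gencode release 44 lifted to GRCh37. Those of the nascent transcription classes are instead the intervals listed in the source data of Fig. 4A. Expression values and gene lists came from the paper's source data. A loop was assigned to a promoter where at least 1 bp of an anchor overlapped it. Log2 changes compare the mean contact of a set with that at 0 m. Their 95% intervals are exact for the ratio of recovered read pairs and cover counting error only. Shares have exact binomial intervals.

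Each set was compared with 10000 random lists of promoters, matched in 10 bins of mean contact. Strong loops are those with a mean contact of at least 16, and loops of the H3K27ac and the H3K4me3 set were compared within 9 classes of mean contact and 7 of length. That the random lists draw on all promoters and the strong loops on all loops was decided after the data were seen. The seed was 7, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

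The methods were tested on simulated data. Recovery of read pairs returned 100% of the counts. Random lists of 84 promoters with no added change passed the 97.5th percentile in 3% of 200 simulations for H3K27ac and in 4% for H3K4me3, and in 100% with a log2 change of 0.5 added. Counting intervals held the true change of the promoters of highly expressed genes in 94.54% of 5000 simulations for H3K27ac and in 94.4% for H3K4me3.

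Some genes and gene sets of the paper are not reported here. Before the data were examined, 62 alternatives were set for all results, and 27 were added later, among them all that vary the contact of promoters of highly expressed genes and of genes of mid-high expression. Those used vary the scaling, the overlap of loops, their length and contact, the weight of genes, the matching, the measure of correlation and the choice of promoters. The nascent transcription classes were taken from the source data of Fig. 4A. The list of accessible sites and the sequencing reads were not used here, so enhancers were not separated from other anchors and loops were not called again at each time point.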

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

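In this part, the definition of strong loops and all tests of them were chosen only after the result was seen.

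Strong H3K27ac loops rose at 16 h and weak ones did not rise alike, a pattern over all loops that the paper did not report on. The 5529 loops with a mean contact of at least 16 had a log2 change of 0.92 from 0 m to 16 h, and 91.1% of them were higher at 16 h. They changed by 0.40 at 30 m and by 0.16 at 4 h. The change at 30 m ran from -0.16 in the lowest of 5 classes of GC content to 0.58 in the highest. Strong loops of at least 20 kb changed by 0.14 at 30 m and by -0.04 at 4 h. The 424197 loops with a mean contact below 2 changed by -0.198 at 16 h. The 16 h value enters this mean, so that a rise helps to make a loop strong. This was argued against as the cause, since loops strong by their contact at 30 m, 4 h and 72 h changed by 0.918 and loops weak by it by -0.200. Split by contact at 0 m, where a low count at 0 m by chance favours a later rise, strong loops changed by 0.81 and weak ones by 0.05, so the fall of weak loops was not seen with that split. With read pairs scaled to equal totals, every H3K27ac change at 16 h is lower by 0.25 and every H3K4me3 change by 0.14. In H3K4me3 at 16 h, 5873 strong loops changed by 0.18, 427259 weak ones by 0.170 and strong loops of at least 20 kb by -0.001. Split by contact at 0 m, strong H3K4me3 loops changed by 0.15 and weak ones by 0.30. A clear excess of strong over weak loops was therefore not seen in that mark at 16 h. More short-range read pairs in the 16 h library were argued against as the whole cause, since strong loops of at least 20 kb still changed by 0.52. These are only 391 of the 5529 strong loops, and the others are shorter. Short-range read pairs as part of the cause were not excluded. A GC bias that differs between the 0 m and 16 h libraries was argued against as the whole cause by the lowest 16 h change over 5 classes of GC content, 0.71. A candidate explanation for part of the rise, left open here, is that more of the read pairs of the 16 h library come from H3K27ac-bound chromatin. Loops of the H3K27ac set were compared with loops found only in the H3K4me3 set, in classes of the same contact and length. From a mean contact of 2, the H3K27ac set had the higher change in 20 of 25 classes. In 2 of these classes both groups fell. Of the 5 classes of strong loops, 4 went this way and 1, of loops with a mean contact of at least 32 and a length of 10 to 20 kb, the other way (0.524 against 0.656). Strong loops found only in the H3K4me3 set rose as well, by 0.345 to 0.85 over the 5 classes, against 0.507 to 1.154 in the H3K27ac set, so much of the rise is common to both. A more efficient pulldown and more acetylation would both give a higher change in the H3K27ac set, and no value here separates them. The comparison of sets cannot decide this, since the H3K27ac set was called on merged read pairs, more of them from 16 h than from 0 m. A rise at 16 h may thus itself help a loop into that set. At 72 h the strong loops changed by 0.67 in H3K27ac and by -0.38 in H3K4me3, and the weak ones by -0.12 and 0.08. Each change rests on 1 deposited value per loop, mark and time point.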

How the results depend on the processing

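In this part, the alternatives for the contact of promoters of highly expressed genes and of genes of mid-high expression, and the averaging of genes in bins of 25, were chosen only after the data were seen.

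Of 112 alternative values over 38 results, 43 kept their direction and stayed within counting error or on the same side of the threshold, 62 moved, 1 passed the threshold of the random lists and 6 changed sign. Changes below are log2 changes from 0 m to 16 h, and the nascent classes are given in the order 30 m, 4 h, 16 h and 72 h. Where no construction is given, the cause was not tested.

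With read pairs scaled to equal totals, the change in H3K27ac was 0.078 for promoters of highly expressed genes, 0.12 for those of genes of mid-high expression and 0.029, 0.13, 0.23 and 0.035 for those of the nascent classes. In H3K4me3 it changed sign to -0.0024, to -0.0094 and to -0.055, -0.0057, -0.027 and -0.067, by construction, as this scaling lowers all changes of a mark alike. The values of 0.029 in H3K27ac and of -0.0024, -0.0094 and -0.0057 in H3K4me3 lie within counting error of 0.

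With loops of at least 20 kb, the change in H3K27ac was 0.055 for highly expressed genes, 0.22 for genes of mid-high expression and 0.094, 0.16, 0.20 and 0.13 for the nascent classes. In H3K4me3 it was 0.086, 0.087 and, for the nascent classes 16 h and 72 h, 0.067 and 0.033. With a mean contact of at least 1, H3K27ac gave 0.43 for highly expressed genes, 0.49 for genes of mid-high expression and 0.38, 0.47, 0.62 and 0.36 for the nascent classes. With an overlap of at least 2500 bp of the 5 kb bin, the nascent class 16 h gave 0.52 in H3K27ac.

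With every gene weighing the same, H3K27ac gave 0.28 for highly expressed genes, 0.26 for genes of mid-high expression and 0.19 (30 m), 0.56 (16 h) and 0.49 (72 h) for the nascent classes. The median over genes in H3K27ac was 0.16 for highly expressed genes, 0.087 for genes of mid-high expression and 0.10, 0.11, 0.19 and 0.23 for the nascent classes, and in H3K4me3 it was 0.18 for genes of mid-high expression. Matching in 5 bins placed the nascent class 16 h at the 97.7th percentile of the random lists in H3K27ac, just above the threshold.

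With 3 read pairs required for a loop to be present, the share of loops absent at 0 m was 35.1% of all loops and 33.3% of those at promoters of highly expressed genes in H3K27ac, and 48.2% and 43.0% in H3K4me3, by construction. Loops shared with both anchors within 1 bin made up 39.8% of the H3K27ac and 42.2% of the H3K4me3 set, also by construction.

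For the correlation with expression, Spearman's rho was 0.332 for the average, 0.355 for the maximum and 0.347 for the sum in H3K27ac, and 0.304, 0.345 and 0.306 in H3K4me3. With log2(contact + 1), the log was taken of each loop before averaging or summing. This sum and average are thus not logs of the summed and average contact. Here r was 0.342 for the maximum and 0.215 for the sum in H3K27ac. In H3K4me3 it was 0.183, 0.356 and 0.188 for the average, maximum and sum. In bins of 25 genes, r was 0.806, 0.642 and 0.678 in H3K27ac and 0.864, 0.776 and 0.833 in H3K4me3. The median Gini index was 0.611 in H3K27ac and 0.587 in H3K4me3 at 0 m, and 0.668 and 0.588 with at least 5 loops.

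No paired analysis was possible because each H3K27ac time point has 1 deposited value per loop, the tables carry no replicate number and the results come from no test between replicates. For the nascent classes, summing or averaging overlapping loops was not run, as all loops of their promoters were used.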

Differences from the paper's values

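In this part, the values from bins of 25 genes come from a setting chosen only after the data were seen.

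The correlation of summed contact with expression at 16 h was 0.251 in H3K27ac against the paper's 0.896, and 0.251 in H3K4me3 against the paper's 0.904. For maximum contact it was 0.217 against the paper's 0.839 in H3K27ac and 0.257 against the paper's 0.876 in H3K4me3, and for average contact 0.236 against the paper's 0.643 and 0.261 against the paper's 0.679. The alternatives set before the data were examined, Spearman's rho and log2(contact + 1) of each loop, closed none of these gaps. The log of the summed or average contact itself was not tried. The paper plots these relations over bins of genes by expression, and in bins of 25 of the 251 genes the r of the sum and the maximum rose toward the values of the paper but stayed below them, while that of the average rose above its value in the paper in both marks. The correlations of the paper are over all detectable genes, while the 251 genes here are only those with expression values in the source data of Fig. 1E, most of them from its groups of high and mid-high expression, which limits the comparison.

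The paper ranks the summed and the maximum contact above the average contact as correlates of expression. Across single genes, the average had the highest r in H3K4me3, where the counting intervals of the 3 overlap, and in H3K27ac it lay between the sum and the maximum. The counting intervals do not cover the spread over genes, so they cannot settle this order in either mark. By Spearman's rho the average was the lowest in both marks, as in the ranking of the paper. With log2(contact + 1) of each loop, taken before averaging or summing, the maximum was the highest in both marks. The average then lay above the sum in H3K27ac and below it in H3K4me3. These values do not rank the log of the summed or average contact. In bins the average had the highest r in both marks. With 251 genes in bins of 25, this order rests on few points and has no spread, so it cannot decide the ranking.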

Other observations

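In this part, the test of counting error for the Gini index was chosen only after the result was seen.

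The unequal contact of the loops of a promoter, taken from either set, was argued against as counting error. Loops of equal contact would have a median Gini index of 0.233 in H3K27ac and 0.167 in H3K4me3. No biological explanation was tested.

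The nascent transcription class 30 m had 67 promoters with 1678 loops, and the class 4 h had 98 with 2405. The class 16 h had 204 promoters with 5335 loops, and the class 72 h had 135 with 3281. These promoters are the intervals listed in the source data of Fig. 4A, while the random lists draw on annotated promoters. In this order of classes, the log2 changes in H3K27ac contact from 0 m to 16 h were 0.28, 0.38, 0.48 and 0.28. In H3K4me3 they were 0.08, 0.13, 0.11 and 0.07. Scaling to equal totals lowers all changes of a mark by the same amount, which by construction brings those in H3K4me3 below 0, for the 4 h class within counting error. The median change over the promoters of a class stood at the percentiles 67.3, 65.2, 97.2 and 99.2 of the random lists in H3K27ac and 36.2, 45.8, 37.7 and 3.42 in H3K4me3. Among the changes from 0 m to the other time points, the positions furthest from the middle were 99.97 for the 16 h class at 4 h in H3K27ac, 1.27 for the 16 h class at 30 m in H3K4me3 and 1.84 for the 72 h class at 72 h in H3K4me3. These are values for all loops of the promoters.

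The deposited loops were called on the read pairs of all time points together. In the H3K27ac set, 17226 of the loops (5.81%) had no read pair at 0 m, against 3.00% at 30 m, 2.98% at 4 h, 4.72% at 16 h and 6.51% at 72 h. At the promoters of highly expressed genes, 101 of the 1645 loops of that set had none at 0 m (6.14%, 95% exact binomial interval 5.03 to 7.41), against 1.46% at 30 m, 4.38% at 4 h, 4.92% at 16 h and 4.01% at 72 h. In the H3K4me3 set, 12.9% of all loops and 322 of 2833 loops at these promoters (11.4%, interval 10.2 to 12.6) had none at 0 m. At the later time points these shares were 16.5%, 0.235%, 5.17% and 10.9% of all loops and 14.4%, 0.0706%, 3.85% and 9.53% at these promoters. A loop without a read pair in 1 library can still be present below the depth of that library.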
